# A gene expression restriction network mediated by sense and antisense Alu sequences located on protein-coding messenger RNAs

**DOI:** 10.1186/1471-2164-14-325

**Published:** 2013-05-11

**Authors:** Kung-Hao Liang, Chau-Ting Yeh

**Keywords:** Antisense Alu, Gene expression restriction, Double-stranded Alu, Alu-carrying protein-coding RNA

## Abstract

**Background:**

Alus are primate-specific retrotransposons which account for 10.6% of the human genome. A large number of protein-coding mRNAs are encoded with sense or antisense Alus in the un-translated regions.

**Results:**

We postulated that mRNAs carrying Alus in the two opposite directions can generate double stranded RNAs, capable of regulating the levels of other Alu-carrying mRNAs post-transcriptionally. A gene expression profiling assay showed that the levels of antisense and sense Alus-carrying mRNAs were suppressed in a reversible manner by over-expression of exogenous sense and antisense Alus derived from mRNAs (Family-wise error rate P= 0.0483 and P < 0.0001 respectively). Screening through human mRNAs on the NCBI-RefSeq database, it was found that sense and antisense Alu-carrying transcripts were enriched in distinct cellular functions. Antisense Alu-carrying genes were particularly enriched in neurological and developmental processes, while sense Alu-carrying genes were enriched in immunological functions.

**Conclusions:**

Taken together, we proposed a novel Alu-mediated regulation network capable of stabilizing Alu-carrying mRNA levels in different cell types and restricting the activated expression levels of protein-coding, Alu-carrying mRNAs.

## Background

An intriguing characteristic of the human genome is its containing of vast numbers of Alus, a class of short-interspersed repetitive sequences with a length of 280~300 nucleotide bases [1-3]. More than one million copies of Alus altogether contribute 10.6% of the human genome [1,2]. Alus were retrotransposons evolved from a duplication of the 7SL RNA gene more than 65 million years ago [1-4]. The retrotransposition process of Alus relies on the machinery carried by the long interspersed nucleotide element 1 (L1), another retrotransposon which contributes 17% of the human genome [4,5]. Alus have diverse sequence variations [6,7]. A total of 213 Alu subfamilies have been reported based on a thorough computation of sequence homology in the human genome [2].

Alus were found in both genic and intergenic regions of the human genome [3], with a higher frequency in the former [8]. Intergenic Alus can be transcribed by polymerase III, yet the transposition activities have remained dormant [9]. Polymerase III-derived Alu transcripts are constantly shattered by *Dicer1* in normal human physiology, failure of which may result in Alu toxicity which in turn triggers geographic atrophy [10], an advanced form of age-related macular degeneration.

Genic Alus have been found in upstream and intronic regions [11], as well as exonic regions such as 5′ untranslated regions (UTRs) [12] and 3′UTR of messenger RNAs [3]. Alus in mRNAs are classified as exonic or exonized Alus, depending on whether they are embedded within a longer exon or are spliced into mRNAs as an individual exon. Exonized Alus have been shown to express only occasionally and have low copies of transcripts within cells [12,13]. Alus have been shown to encompass a 6-base sequence tag complimentary to one common seed of 30 human miRNAs [14]. Recently, long non-coding RNAs have been shown to be capable of binding to Alu-carrying mRNAs, thereby triggering the STAU1-mediated mRNA decay [15]. An analysis of human chromosomes 21 and 22 showed that genic Alus are particularly enriched in genes of metabolism, transport and signaling processes [16]. Despite these analyses, the cellular roles of genic Alus remain largely elusive [3,8,11]. Alus were once thought of as parasite-like, selfishly-replicated junk DNAs without prominent constructive roles to human cells [13,17].

Human mRNAs may carry Alus in either sense or antisense directions. In light of the thermodynamics properties of nucleotide base pairing, we were intrigued to ask whether these mRNAs form double stranded duplex longer than 290 bases, and if that happens, what their corresponding cellular roles could be? Despite the binding of two protein-coding Alu-carrying mRNAs had never been discussed previously to our knowledge, we conjectured that the resulting double stranded RNAs could trigger the post-transcriptional regulation of a large collection of protein-coding mRNAs carrying sense or antisense Alu elements, by offering potent sources of either *Dicer1*-created short interfering RNA (siRNA) [18-20], or *STAU1*-mediated mRNA decay [15]. Both mechanisms were originally proposed to address the binding of a non-coding and a protein-coding RNA.

An Alu-carrying mRNA may form a binding with multiple antisense Alu-carrying mRNA, and vice versa. Consequently, mRNAs with sense and antisense Alu elements produce a many-to-many network, where those with the sense elements are prevailingly regulated by those with the antisense elements, resulting in coordinated reaction. Such coordination has been postulated recently on the topic of micro RNAs (miRNA) against genes, pseudogenes and long non-coding RNAs which share the same miRNA targets [21,22]. Intriguingly, Vidal and colleagues showed that mouse and rat mRNAs carrying sense B1 repeats are expressed coordinately, reaching a maximum level in the G2 phase of the cell cycle [23]. Data showed that the B1 repeats are necessary rather than sufficient criteria for the coordination. It is worth noting that B1 repeats (~140 bases) were also originated from 7SL RNA gene [6].

## Results

### Strong sense-antisense bindings of Alu-carrying mRNAs predicted by RNA co-folding computation

The first conjecture was the binding of messenger RNAs carrying sense and antisense Alus. Inspired by Vidal and colleagues’ work on cell cycles [23], our exploration started from two genes carrying respectively the sense and antisense Alu elements, *PCM1* (which is known for its role on cell cycles) and *PER2* (a major gene in circadian cycles) (Table 1). The co-folding structure of the two full-length mRNAs was computed, showing a long formation of RNA duplex of 318 bases which clearly stood out from other local structures (Figure 1A). This duplex was formed by the base pairing of sense and antisense Alus (Figure 1B). The estimated free energy of the duplex is -461.3 kcal/mol. Deducting the free energy of the two elements in isolation (-102.2 and -123.4 kcal/mol respectively), the net change of energy (denoted as ΔG) is -235.7 kcal/mol [24] which indicated a strong encouragement of binding and provided positive evidence supporting the first conjecture.

**Table 1:** Two genes with Alu sense or antisense elements in the 3′UTR

**Gene symbol**	**Alu direction**	**RefSeq accession**	**ALU region**	**Length**	**3′UTR**	**Exon containing the ALU**	**GC%**
*PER2*	antisense	NM_022817.2	5318-5631	314	4005-6342	3856-6342	52.9
*PCM1*	sense	NM_006197.3	7691-8008	318	6497-8788	6472-8783	52.8

**Figure 1:**
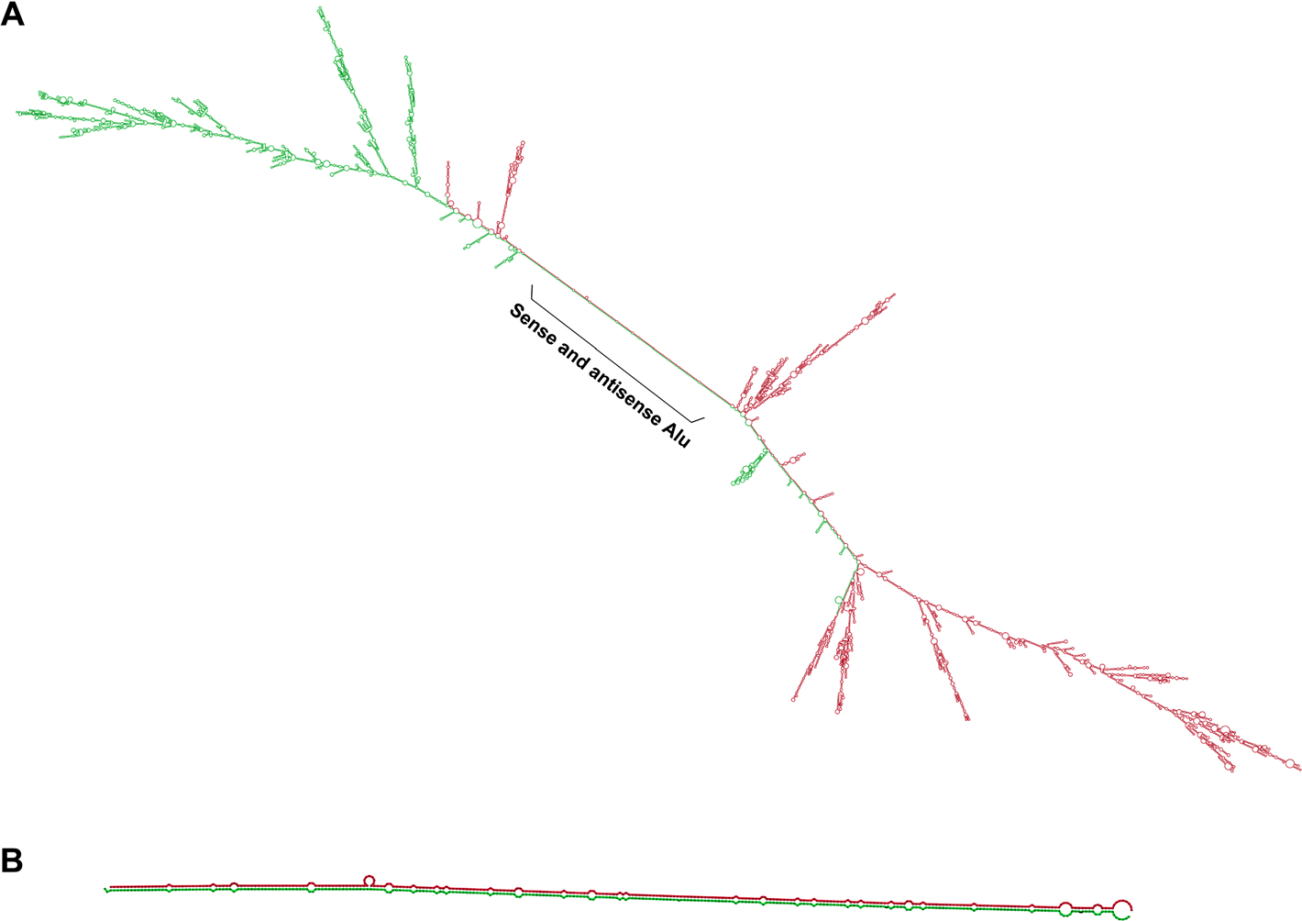
**Secondary structures of *PER2 *and *PCM1 *mRNAs predicted by a co-folding algorithm. (A)** The co-folding of full length mRNAs of *PER2* (Green) and *PCM1* (Red). A long line of duplex structure was observed. **(B)** A focused view of the duplex caused by the antisense base pairing of Alus on *PER2* (Green) and *PCM1* (Red).

### Protein-coding mRNAs with Alu elements in opposite directions also carry distinct biological functions

The second conjecture was that the duplex of Alu-carrying mRNAs may trigger subsequent degradations of other Alu-carrying RNAs. If such mechanism exists, it follows that sense Alu-carrying mRNAs (referred to as Sens-alus) and antisense Alu-carrying mRNAs (Ant-alus) cannot concurrently stay in high concentrations in human cells. Instead, there are three possibilities: (i) Ant-alu high and Sens-alu low; (ii) Ant-alu low and Sens-alu high; (iii) both Sens-alu and Ant-alu are low. In other words, states (i) and (ii) represent the dominant expression patterns of only one Alu-carrying RNA species. As such, a RNA species might be enriched in certain pathways, while depleted in other pathways, resulting in different functional annotations of the two species. The corresponding null hypothesis is that states (i) and (ii) does not exist and their constituent genes are randomly scattered in a wide spectrum of biological categories and pathways. This hypothesis can be assessed by checking the over and under representation of genes in pathways and biological processes.

We screened Sens-alus and Ant-alus from the entire NCBI-RefSeq human mRNAs [25] using sequence homology search. A majority of these Alu elements reside in the 3′UTR (99%) and only 1% of them reside in the 5′UTR region. None of them were found to reside completely in the coding region. 689 Ant-alus and 771 Sens-alus were identified respectively, resulting in a total sum of 1460 genes which corresponds to 7.3% of human protein-coding genes (Additional file 1: Table S1, Additional file 1: Table S2). Computational analysis on a random selection of pairs of Ant-alus and Sens-alus showed that all of them can form computational predicted bindings with ΔG lower than -200 kcal/mol. In addition, 190 genes were found to have Alu elements in both sense and antisense directions (Additional file 1: Table S3).

Functional annotations of Ant-alus and Sens-alus showed that the two RNA species were differently distributed in multiple pathways and biological functions. Ant-alus were over-represented in multiple signaling pathways of neurotransmitters such as serotonine, gamma aminobutyric acid (GABA), glutamate, acetylcholine and cannabinoid. They were also over-represented in synaptic vesicle trafficking, opioid and (dopamine producing) pyridoxal phosphate pathways (P<0.05; Table 2). Ant-alus were under-represented only in the Huntington disease pathway (Table 2). Additionally, Ant-alus were over-represented in the biological processes such as dorsal-ventral axis, exocytosis, neurotransmitter secretion, organelle organization and vesicle mediated transport (Table 3). Ant-alus were under-represented in the biological processes of anion transport, nerve-nerve synaptic transmission and response to stimulus and toxins (Table 3).

**Table 2:** List of all pathways where Sens-alus and Ant-alus are enriched or depleted

**Pathway**	**Ant-alu P**	**Sens-alu P**
**Ant-alu enriched**		
p53 pathway	**0.0005**†	0.2470
Opioid prodynorphin pathway	**0.0015**†	0.6090
Muscarinic acetylcholine receptor 2 and 4 signaling pathway	**0.0018**†	0.2270
Pyridoxal phosphate salvage pathway	**0.0023**†	0.9260
Vitamin B6 metabolism	**0.0050**†	0.8910
Metabotropic glutamate receptor group II pathway	**0.0070**†	0.5520
5HT1 type receptor mediated signaling pathway	**0.0077**†	0.2930
Opioid proopiomelanocortin pathway	**0.0088**†	0.4040
Opioid proenkephalin pathway	**0.0088**†	0.4040
Endogenous_cannabinoid_signaling	**0.0132**†	0.3670
GABA-B_receptor_II_signaling	**0.0133**†	0.4560
Metabotropic glutamate receptor group III pathway	**0.0144**†	0.5340
Muscarinic acetylcholine receptor 1 and 3 signaling pathway	**0.0189**†	0.3270
Beta3 adrenergic receptor signaling pathway	**0.0210**†	0.3220
Cortocotropin releasing factor receptor signaling pathway	**0.0312**	0.3770
5HT4 type receptor mediated signaling pathway	**0.0341**	0.1540
Synaptic_vesicle_trafficking	**0.0372**	0.5960
p53 pathway feedback loops 2	**0.0407**	0.1580
Angiotensin II-stimulated signaling through G proteins and beta-arrestin	**0.0438**	0.5690
**Ant-alu depleted**		
Huntington disease	**0.0230**	0.3950
**Sens-alu enriched**		
Toll receptor signaling pathway	0.6120	**0.0042**
DPP_signaling_pathway	0.5960	**0.0210**
Nicotinic acetylcholine receptor signaling pathway	0.2970	**0.0225**
Gamma-aminobutyric acid synthesis	0.8130	**0.0229**
SCW_signaling_pathway	0.4430	**0.0289**
BMP_signaling_pathway-drosophila	0.4430	**0.0289**
Interleukin signaling pathway	0.5740	**0.0365**
Endothelin signaling pathway	0.3140	**0.0420**
DPP-SCW_signaling_pathway	0.5150	**0.0487**

†The accompanying False Discover Rate < 25%.

The P values were nominal values without being corrected for multiple comparisons.

**Table 3:** List of all biological processes where Ant-alus and Sens-alus are either enriched or depleted

**Biological process**	**Ant-alu P**	**Sens-alus P**
**Ant-alus enriched**		
exocytosis	**0.0003**†	0.0807
synaptic vesicle exocytosis	**0.0007**†	0.0333
neurotransmitter secretion	**0.0011**†	0.1060
polysaccharide metabolic process	**0.0022**	0.4470
organelle organization	**0.0033**	0.3170
establishment or maintenance of chromatin architecture	**0.0056**	0.3100
mammary gland development	**0.0090**	0.0841
glycogen metabolic process	**0.0153**	0.5300
protein targeting	**0.0183**	0.4670
dorsal/ventral axis specification	**0.0263**	0.2970
vitamin catabolic process	**0.0339**	0.9620
catabolic process	**0.0339**	0.9620
cellular amino acid catabolic process	**0.0385**	0.5430
**Ant-alus depleted**		
anion transport	**0.0069**	0.4800
visual perception	**0.0132**	0.5310
developmental process	**0.0133**	0.1630
nerve-nerve synaptic transmission	**0.0148**	0.3080
neuromuscular synaptic transmission	**0.0153**	0.5010
sensory perception	**0.0218**	0.4540
response to toxin	**0.0327**	0.5300
response to stimulus	**0.0351**	0.2500
cell motion	**0.0439**	0.2520
cell-cell adhesion	**0.0469**	0.3020
**Sens-alus enriched**		
cyclic nucleotide metabolic process	0.5180	**0.0040**
termination of RNA polymerase II transcription	0.5570	**0.0289**
response to interferon-gamma	0.3500	**0.0335**
meiosis	0.2210	**0.0346**
cytokine-mediated signaling pathway	0.3820	**0.0396**
RNA localization	0.2320	**0.0397**
**Sens-alus depleted**		
ectoderm development	0.1360	**0.0234**
mRNA 3′-end processing	0.2320	**0.0255**
mRNA polyadenylation	0.2200	**0.0275**
synaptic transmission	0.1390	**0.0285**
macrophage activation	0.4460	**0.0387**
cellular glucose homeostasis	0.0732	**0.0390**
embryonic development	0.4190	**0.0450**
defense response to bacterium	0.0749	**0.0457**

†The accompanying False Discover Rate < 25%.

The P values were nominal values without being corrected for multiple comparisons.

On the other hand, Sens-alus were over-represented in immunological pathways such as Toll-like receptors, Interleukin and endothelin signaling (P<0.05, Table 2). Sens-alus were not under-represented in any pathways. Sens-alus were also over-represented in biological processes related to cytokine-mediated signaling pathway, responses to interferon gamma and meiosis. Sens-alus were under-represented in synaptic transmission and ectoderm development (Table 3). Interestingly, Ant-alus were over-represented (P = 0.0007) while Sens-alus were under-represented (P = 0.0333) in the biological process of synaptic vesicle exocytosis (Table 3).

A scrutiny of the constituent genes revealed that the Sens-alus species has greater numbers of immune-related genes, particularly the Toll-like receptors, Cytokines and Cluster of differentiations, than Ant-alus (Table 4). On the contrary, the Ant-alu species has more embryonic stem cell-related genes than Sens-alus (Table 5). The distinct functional annotations of Sens-alus and Ant-alus in our analysis suggested that the insertion and maintenance of Alus in mRNAs in the two directions were not entirely random. Instead, these protein-coding genes might mediate regulatory processes via Alu elements for special functions.

**Table 4:** Comparison of immune-related genes in Ant-alus and Sens-alus

	**Ant-alus**		**Sens-alus**	
	**Gene symbol**	**RefSeq accession**	** Gene symbol**	**RefSeq accession**
V(D)J recombination			*DCLRE1C*	NM_001033855.1
Toll like receptors			*TLR6*	NM_006068.3
			*TLR7*	NM_016562.3
			*TLR10*	NM_030956.2
Interferon related			*IRF1*	NM_002198.2
			*IFIT3*	NM_001031683.2; NM_001549.4
Cytokines	*IL11*	NM_000641.2	*IL1R1*	NM_000877.2
	*IL28RA*	NM_170743.2;	*IL2RA*	NM_000417.2
		NM_173064.1;		
		NM_173065.1		
	*IFNAR2*	NM_207585.1	*IL6R*	NM_000565.2 ; NM_181359.1
			*IL10*	NM_000628.3
			*IL10RB*	NM_000628.3
			*IL13RA1*	NM_001560.2
			*IL17RA*	NM_014339.4
			*IL18*	NM_001562.2
			*IL23R*	NM_144701.2
			*CSF2RA*	NM_006140.4;
				NM_172245.2;
				NM_172246.2;
				NM_172247.2;
				NM_172249.2;
				NM_001161529.1;
				NM_001161530.1;
				NM_001161532.1;
Chemokines	*CCL22*	NM_002990.3	*CCL5*	NM_002985.2
	*CXCL16*	NM_022059.2	*CCR6*	NM_031409.3;
				NM_004367.5
Cluster of differentiation	*CD24*	NM_013230.2	*CD28*	NM_006139.2
	*CD302*	NM_014880.4	*CD36*	NM_001001548.2
			*CD82*	NM_002231.3;
				NM_001024844.1
			*CD84*	NM_003874.2
			*CD96*	NM_198196.2 ;
				NM_005816.4
			*CD109*	NM_133493.3;
				NM_001159587.1;
				NM_001159588.1
			*SLAMF6*	NM_052931.3
			*SLAMF7*	NM_021181.3
HLA and related receptors	*FCAR*	NM_133279.2	*HLA-DOA*	NM_002119.3
	*FCGR2A*	NM_021642.3;	*HLA-E*	NM_005516.4
		NM_001136219.1		
			*LILRB1*	NM_006669.3;
				NM_001081637.1;
				NM_001081638.1;
				NM_001081639.1
			*LILRB3*	NM_001081450.1;
				NM_006864.2;
Transcription factors			*NFATC3*	NM_173164.1
			*NFATC2IP*	NM_032815.3
			*NFKBIB*	NM_001001716.1
			*TONSL (NFKBIL2)*	NM_013432.4
			*NKIRAS2*	NM_001001349.2;
				NM_017595.5;
				NM_001144927.1;
				NM_001144928.1;
				NM_001144929.1
Others	*NLRC3*	NM_178844.2	*PCM1*	NM_006197.3
			*DDX51*	NM_175066.3

**Table 5:** List of embryonic stem cell related genes in Ant-alus and Sens-alus

**Gene symbol**	**RefSeq accession**	**Gene name**
**Ant-alus**		
*ANGEL2*	NM_144567.3	Protein angel homolog 2
*CBX5*	NM_012117.2; NM_001127321.1; NM_001127322.1	Chromobox protein homolog 5
*CD24*	NM_013230.2	Signal transducer CD24
*CDC6*	NM_001254.3	Cell division control protein 6 homolog
*CDH1*	NM_004360.3	cadherin 1, type 1, E-cadherin (epithelial)
*CECR1*	NM_017424.2; NM_177405.1	Cat eye syndrome critical region protein 1
*DHFR*	NM_000791.3	dihydrofolate reductase
*DPPA4*	NM_018189.3	Developmental pluripotency-associated protein 4
*FAM108B1*	NM_001025780.1	Abhydrolase domain-containing protein FAM108B1
*GNPTAB*	NM_024312.3	N-acetylglucosamine-1-phosphotransferase subunit beta
*MICB*	NM_005931.3	MHC class I polypeptide-related sequence B
*NANOG*	NM_024865.2	Homeobox protein NANOG
*NUDT15*	NM_018283.1	Probable 7,8-dihydro-8-oxoguanine triphosphatase NUDT15
*PDK1*	NM_002610.3	3-phosphoinositide-dependent protein kinase 1
*PFAS*	NM_012393.	Phosphoribosylformylglycinamidine synthase
*PHF17*	NM_024900.3	Protein Jade-1
*RPS24*	NM_001142285.1	ribosomal protein S24
*RRM2*	NM_001034.3; NM_001165931.1	Ribonucleoside-diphosphate reductase subunit M2
*RRP15*	NM_016052.3;	RRP15-like protein
*SFRS1*	NM_006924.4; NM_001078166.1	Splicing factor, arginine/serine-rich 1
*TDGF1*	NM_003212.2	Teratocarcinoma-derived growth factor 1
*TERF1*	NM_003218.3; NM_017489.2	Telomeric repeat-binding factor 1
**Sens-alus**		
*ATP1A2*	NM_000702.3	Sodium/potassium-transporting ATPase subunit alpha-2
*CDT1*	NM_030928.3	DNA replication factor Cdt1
*DSG2*	NM_001943.3	Desmoglein-2
*LIN28*	NM_024674.4	Lin-28 homolog A
*MCM4*	NM_005914.2; NM_182746.1	DNA replication licensing factor MCM4
*NCAPH*	NM_015341.3	Condensin complex subunit 2
*NFYB*	NM_006166.3	Nuclear transcription factor Y subunit beta
*PAICS*	NM_006452.3; NM_001079524.1; NM_001079525.1	Phosphoribosylaminoimidazole carboxylase
*PIPOX*	NM_016518.2	Peroxisomal sarcosine oxidase
*PPM1B*	NM_177968.2	Protein phosphatase 1B
*PRDM14*	NM_024504.2	PR domain zinc finger protein 14
*PRKX*	NM_005044.3	Serine/threonine-protein kinase PRKX

One possibility for such a difference of Ant-alus and Sens-alus in pathway distributions is that certain genes underwent duplication events, after Alu retrotransposed into these genes, producing a number of paralogs of Alu-carrying genes associated to similar functions. As the primate-specific Alu incorporation events were fairly recent in evolution (~65 million years), these paralogs should still remain in the same protein subfamilies. To check this possibility, we checked the protein subfamilies among Ant-alus and Sens-alus. It was found that 96.2% of Ant-alus and 96.9% of Sens-alus have unique subfamilies (Additional file 1: Table S1, Additional file 1: Table S2), leaving 3.8% of Ant-alus and 3.1% of Sens-alus associated to the same protein subfamilies with others. This suggests that the gene duplication events accounted for a smaller fraction of pathway distributions than direct Alu retrotransposition. That said, gene duplication and Alu incorporation were both parts of evolution which jointly shaped the human genome and its biological functions. The functional annotation was thus based on the final set of Alu-carrying genes till this point in evolution.

### Significant suppression of Alu-tagged mRNAs by Alu perturbations

An extrachromosomal replication system was established to examine the perturbation of Alu-carrying genes in response to elevated Alu RNAs in the opposite direction. The null hypothesis here is that the Alu-carrying RNA duplex cannot trigger subsequent post-transcriptional regulation, manifesting a random fluctuation of expression levels. Transfected sense and antisense Alus were first checked to have expressed successfully, by the detection of chimeric RNA sequences expressed from the artificially constructed template sequence encompassing both vector and Alus.

Genome-wide RNA expressions were measured in 6 different treatment conditions defined in the legend of Figure 2. 

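RNA levels of HEK293 cells that carry the Epstein-Barr virus nuclear antigen, and therefore keep pDR2 plasmids as episomes, were read on 18 Affymetrix PrimeView arrays, 3 for each of 6 groups. The groups were cells with the empty pDR2 vector, cells with antisense Alus and cells with sense Alus under Hygromycin (week 0), both Alu lines after Hygromycin removal (week 1), and the original cells with no treatment. The deposited values are log2 levels per probe set that the authors made with Robust multiarray analysis in RMAExpress over all 18 arrays together, which makes the distributions of the arrays alike. Of 49372 probe sets, 79 are Affymetrix controls and 49293 were tested. The platform table gives a single gene symbol for 44988 of these, which stand for 18132 genes. A gene's level was taken as the median of its probe sets on each array, as the methods do for GSEA. Each comparison is a contrast of 1 limma fit over the 6 groups, and a gene or probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05. The small number of arrays per group limits the precision. The methods state 3 biological replicates per condition, and the legend of Figure 2 triplicate experiments. The methods name 1 cell line per plasmid and do not say that the replicates came from separate transfections. The tests may therefore not cover the spread between separately made lines, and a difference between lines cannot be told apart from an effect of the insert. The Ant-alu and Sens-alu genes used here are those printed in Tables 4 and 5, of which 26 of 31 and 48 of 49 were measured. These genes are a part of the lists used by the paper and were printed for their functions, not for their levels in these cells.

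The bacterial lys RNA, 1 of the poly-A spike-ins added to the RNA before labelling, read 7.65 ± 0.21 (SD, n = 12) on the arrays of both Alu vectors and 10.49 ± 0.36 (SD, n = 6) on the pDR2 and untreated arrays, a difference of -2.83 (permutation test over all regroupings, p = 5.39e-05). The dap and phe spike-ins differed by -1.55 and -2.34. Any comparison of an Alu vector with pDR2 or untreated cells spans these differences, so it cannot tell a possible labelling batch from the vector. The hybridization spike-in bioB differed by 0.01 (permutation test, p = 0.935). The 3′ minus 5′ level of ACTB, a measure of RNA quality that grows as RNA shortens, was 0.81 higher on the Alu arrays (permutation test, p = 0.00124), and was 0.64 higher with sense than with antisense Alus over both weeks (exact permutation test, 6 arrays each, p = 0.0152).

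**Figure D1:**
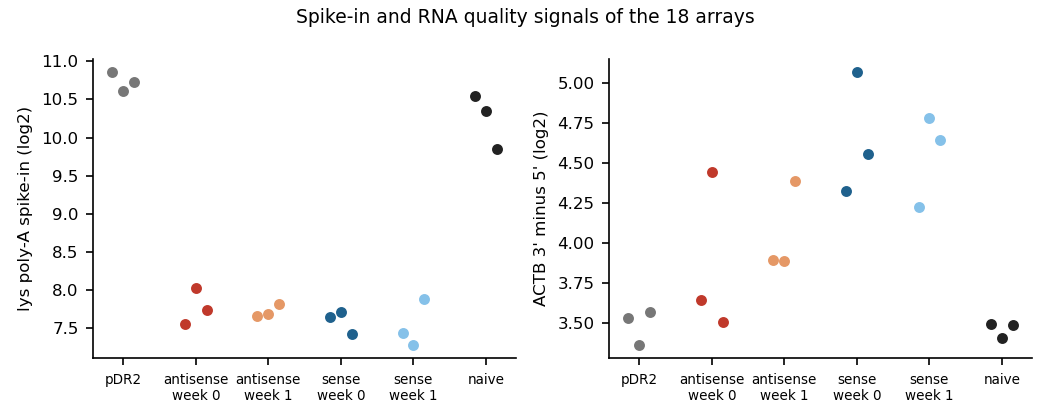
Level of the lys spike-in (left) and 3′ minus 5′ level of ACTB (right), both on the log2 scale, for each of the 18 arrays by group, 1 point per array. The lys level lies between 7.28 and 8.02 on the Alu arrays and between 9.85 and 10.86 on the others. The highest ACTB value, 5.07, belongs to sense Alu week 0 replicate 2.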

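The 48 Sens-alu genes of Tables 4 and 5, which hold many receptors of immune cells, had a mean level of 5.41 ± 0.01 (SD, n = 3 arrays, log2) over their 144 probe sets in pDR2 cells. All 49293 probe sets had a mean of 6.06 in the same cells. The 26 Ant-alu genes, among them genes of DNA replication such as CDC6 and RRM2, had a mean of 6.44 ± 0.01 (SD, n = 3) over 84 probe sets. With antisense Alus at week 0 the Sens-alu mean was 5.40 ± 0.02 and the Ant-alu mean 6.40 ± 0.03 (SD, n = 3). With sense Alus these means were 5.38 ± 0.02 and 6.51 ± 0.02. In untreated cells they were 5.43 and 6.48. In each of the 6 groups the Sens-alu mean lay 0.64 to 0.68 below the mean over all probe sets and the Ant-alu mean 0.33 to 0.44 above it. These are signals of different probe sets, which also depend on the binding of their probes, so their order is not one of RNA amounts. The sense Alu arrays differed from pDR2 by 0.06 in the Ant-alu mean and by -0.03 in the Sens-alu mean, with no overlap between arrays (exact permutation test, two-sided, p = 0.1 for both, the smallest that 3 arrays against 3 allow). As medians over probe sets these differences were 0.16 and -0.11 (exact permutation test, p = 0.1 and p = 0.2). The untreated arrays differed from pDR2 with no overlap too, by 0.03 in the Ant-alu mean and 0.02 in the Sens-alu mean (exact permutation test, p = 0.1 for both).

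**Figure D2:**
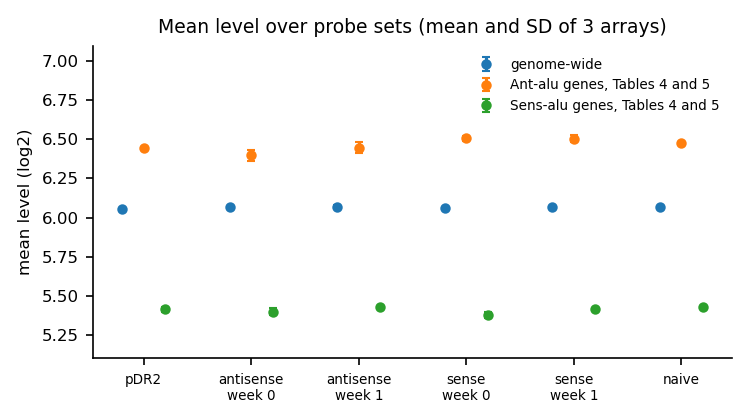
Mean log2 level over all probe sets and over the probe sets of the Ant-alu and Sens-alu genes of Tables 4 and 5, by group. Points are means and bars the SD of 3 arrays. The Sens-alu genes lie near 5.4, all probe sets near 6.06 and the Ant-alu genes between 6.40 and 6.51. The axis does not start at 0.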

Average levels of Ant-alu and Sens-alu were below the genome-wide average levels in all 6 conditions (Figure 2A). A Gene Set Enrichment Analysis (GSEA) was employed due to its capability of assessing the group behavior of a set of genes [26,27], a favorable feature for our examination of protein-coding mRNAs carrying Alus in opposite directions. As a group, Sens-alus were significantly suppressed in terms of family-wise error rate (FWER) (P < 0.0001), while Ant-alus were not significantly suppressed in response to antisense Alus transfection (P = 0.1008), using cells transfected by empty vectors as controls (Figure 2B, upper panels). In contrast, Ant-alus were significantly suppressed (P = 0.0483), while Sens-alus were not significantly suppressed in response to sense Alus transfection (P = 0.1017) (Figure 2B, lower panels). 

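With antisense Alus, 21 of 28 measured genes of hypoxia and glycolysis rose against the empty vector, 0 fell and 7 did not pass the test (22 rose when adjusted over the list alone). Among them were P4HA1, a collagen prolyl hydroxylase (1.28 ± 0.10, log2 fold change ± SE, n = 3 arrays per group here and below), STC2, which encodes stanniocalcin (1.24 ± 0.12), the mitophagy receptor BNIP3L (1.11 ± 0.07) and the aldolase ALDOC (1.05 ± 0.12). In the list of 52 genes of ribosome biogenesis 14 fell, 2 rose and 36 did not pass (17 and 3 over the list alone). The small subunit factors PNO1, LTV1 and UTP20 fell by 0.82, 0.81 and 0.72. Of 18 chaperones of the endoplasmic reticulum, SDF2L1 (-0.94), DNAJB11 (-0.47) and CALR (-0.33) fell and none rose.

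As lists, hypoxia and glycolysis lay 0.48 above all genes (camera, adjusted p = 8.09e-16), ribosome biogenesis -0.14 (adjusted p = 0.000269) and the chaperones -0.19 (adjusted p = 0.0041) from them. With an estimated correlation these were adjusted p = 0.256, adjusted p = 0.461 and adjusted p = 0.461. The ribosome biogenesis list was written after Figure 2C was seen, whose genes the authors chose on these arrays, so its shift here and with sense Alus is not independent evidence. The list of 451 zinc finger genes lay 0.06 higher, with 71 up and 21 down (adjusted p = 0.0441, and adjusted p = 0.513 with an estimated correlation). The 3′ minus 5′ level of ACTB was 0.38 higher than with pDR2 (exact permutation test, p = 0.3), and it was 4.44 on antisense Alu week 0 replicate 2 against at most 3.64 on the others. With that level as a covariate the chaperones lay at -0.17 (adjusted p = 0.103) and the zinc finger genes at 0.04 (adjusted p = 0.244), and neither passed, while G2 and M phase moved from 0.08 (adjusted p = 0.229) to 0.16 (adjusted p = 0.00605, and adjusted p = 0.828 with an estimated correlation). Against the untreated cells ribosome biogenesis lay at -0.11 (adjusted p = 0.0513) and the zinc finger genes at 0.00 (adjusted p = 0.474), and neither passed. The chaperones then lay at -0.32, and heat shock (-0.31, adjusted p = 0.000589), mitochondrial ribosomal proteins (-0.16, adjusted p = 0.000589), the respiratory chain (-0.16, adjusted p = 0.00078), immediate early genes (0.20, adjusted p = 0.00215) and cytosolic ribosomal proteins (0.02, adjusted p = 0.0492) newly passed, none of them with an estimated correlation (adjusted p = 0.256 to adjusted p = 0.654). All 10 splits of these 6 arrays into 3 and 3 called at least 4 of the 26 fixed lists.

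The largest single increases were PTPRZ1, a receptor tyrosine phosphatase (3.15 ± 0.13, adjusted p = 1.45e-11), ZMAT1 (2.43 ± 0.18) and RPRM (2.35 ± 0.14). The largest decreases were MNS1 (-3.37 ± 0.13), PUDP (-3.23 ± 0.13) and the cytochrome P450 CYP4X1 (-2.59 ± 0.10). In all, 1759 genes rose and 1620 fell, by at least 2-fold for 58 and 27. PTPRZ1 was also lower in pDR2 than in untreated cells (-2.90), and against the untreated cells it did not pass while GPR37 and ALDH1A2, up by 1.84 and 1.78 against pDR2, turned in direction.

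Among the 48 Sens-alu genes, 3 fell, 4 rose and 41 did not pass, the same counts as over the list alone. The kinase gene PRKX fell by 0.78, and the receptor genes IL13RA1 and IL17RA by 0.76 and 0.55, while IL1R1 (0.63) and the replication factor CDT1 (0.42) rose. Of 26 Ant-alu genes 7 fell, 4 rose and 15 did not pass, with the splicing factor SRSF1 at -1.02 ± 0.09 and the kinase PDK1 at 0.78 ± 0.09. Against all genes the Sens-alu list lay at -0.01 (adjusted p = 0.829) and the Ant-alu list at -0.01 (adjusted p = 0.778). The GSEA running sum was -0.304 for Sens-alu (p = 0.5) and -0.416 for Ant-alu (p = 0.1) by exact permutation of the 6 arrays, one-sided, where 20 relabellings allow no p under 0.05. The side was taken from the sign of each running sum and was not set beforehand, so a two-sided p would be larger.

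**Figure D3:**
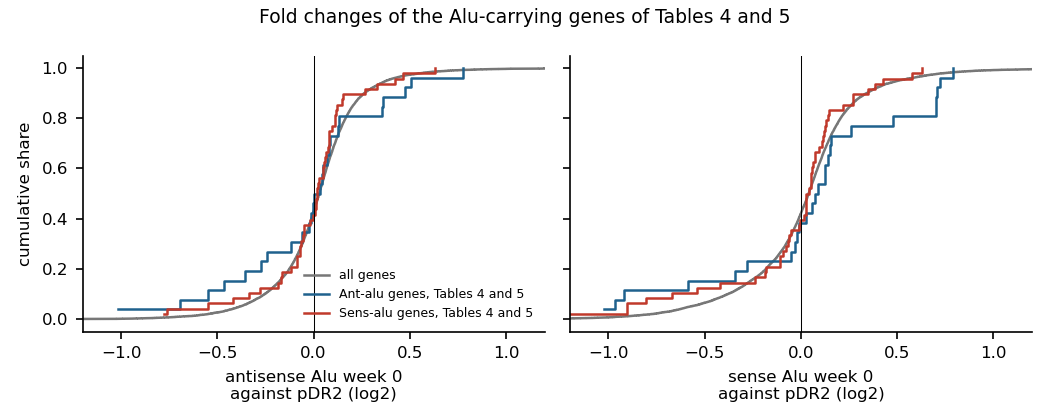
Cumulative share of genes by log2 fold change against pDR2 for antisense (left) and sense (right) Alus at week 0, for all 18132 genes and for the 26 Ant-alu and 48 Sens-alu genes of Tables 4 and 5. The lines of both lists cross 0 close to that of all genes.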

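With sense Alus, 17 of the 28 hypoxia and glycolysis genes rose and none fell (18 over the list alone), led by STC2 (1.93 ± 0.12), P4HA1 (1.33 ± 0.10) and the enolase ENO2 (1.14 ± 0.12). Of the 18 endoplasmic reticulum chaperones 10 fell, 0 rose and 8 did not pass (10 and 1 over the list alone), among them HSPA5 (-1.27 ± 0.20), SDF2L1 (-1.06) and MANF (-0.66). Cholesterol synthesis, with 19 measured genes, had 11 down, such as MSMO1 (-1.15 ± 0.20) and IDI1 (-0.82), and 4 up, such as the lanosterol synthase LSS (0.63) (12 and 5 over the list alone). Genes of S phase fell in 12 of 31 cases and rose in 4, with RRM2 at -0.92 ± 0.08 and the thymidylate synthase TYMS at -0.63, the same counts as over the list alone.

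Ribosome biogenesis had 21 of 52 down and 6 up (24 and 6 over the list alone), mitochondrial ribosomal proteins 23 of 75 down and 7 up (24 and 8), with MRPL57 at -0.97, and the respiratory chain 20 of 57 down and 4 up (21 and 4), with UQCRC1 at -0.97. Among 23 ATF4 targets 8 rose, including ATF4 itself (0.88), and 3 fell, including the tryptophan tRNA synthetase WARS1 (-0.91) (9 and 3 over the list alone). The shifts from all genes were 0.37 for hypoxia and glycolysis (camera, adjusted p = 2.08e-08), -0.36 for the chaperones (0.00141), -0.40 for cholesterol synthesis (0.00984), -0.20 for S phase (0.0175), -0.17 for ribosome biogenesis (0.00615), -0.16 for mitochondrial ribosomal proteins (0.00971), -0.11 for the respiratory chain (0.0175) and 0.18 for ATF4 targets (0.0343). With an estimated correlation none passed (adjusted p = 0.455 to adjusted p = 0.652). On these arrays the 3′ minus 5′ level of ACTB was 1.16 higher than with pDR2, with no overlap (exact permutation test, p = 0.1), and with that level as a covariate hypoxia and glycolysis (0.61) and ribosome biogenesis (-0.17) still passed among these 8 lists, with adjusted p = 0.0117 and adjusted p = 0.669 with an estimated correlation. The chaperones, cholesterol synthesis, S phase, mitochondrial ribosomal proteins, the respiratory chain and ATF4 targets then lay at -0.17, -0.07, -0.05, 0.02, -0.03 and 0.03 and did not. G2 and M phase moved from -0.02 (adjusted p = 0.403) to 0.32 with the covariate (adjusted p = 2.76e-07, and adjusted p = 0.669 with an estimated correlation). Against the untreated cells ribosome biogenesis lay at -0.12 (adjusted p = 0.102), cholesterol synthesis at -0.21 (adjusted p = 0.318) and ATF4 targets at 0.17 (adjusted p = 0.215), and none of these 3 passed. Mitochondrial ribosomal proteins and the respiratory chain lay at -0.27 and -0.23, and heat shock (-0.38, adjusted p = 0.0045) and immediate early genes (0.25, adjusted p = 0.0211) newly passed, but not with an estimated correlation (adjusted p = 0.356 and adjusted p = 0.388).

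The largest increases were the collagen gene COL4A3 (3.21 ± 0.16, adjusted p = 1.02e-10), RPRM (3.01 ± 0.14) and C1orf162 (2.01 ± 0.22), and the largest decreases CYP4X1 (-3.62 ± 0.10), PUDP (-3.32 ± 0.13) and the neurotrophic factor receptor GFRA2 (-2.02 ± 0.12). GFRA2 did not pass when its probe set of the highest mean stood for the gene. In all, 2904 genes rose and 2968 fell, at least 2-fold for 145 and 128, and 3857 rose and 2721 fell when the probe set of the highest mean stood for each gene. With ACTB as a covariate 2481 genes passed.

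Of the 26 Ant-alu genes 6 fell, 7 rose and 13 did not pass (6 and 8 over the list alone). ABHD17B (-1.02 ± 0.13), SRSF1 (-0.97) and GNPTAB (-0.34) fell, and TERF1 (0.72 ± 0.08), CBX5 (0.79) and JADE1 (0.70) rose. Of the 48 Sens-alu genes 7 fell, such as PRKX (-0.90 ± 0.07) and the desmoglein gene DSG2 (-0.90), 7 rose, such as IL1R1 (0.63), and 34 did not pass. The Ant-alu list lay 0.04 above all genes and the Sens-alu list at -0.00, both with adjusted p = 0.848. The GSEA running sums were 0.375 (p = 0.2) and -0.393 (p = 0.05) by exact permutation of the arrays, one-sided. Each p is on the side of the observed sign, so the first is for a rise and the second for a fall. From GSEA with its own lists the paper concludes that Sens-alus were suppressed by antisense Alus and Ant-alus by sense Alus, and it proposes that Alu RNAs act on mRNAs that carry Alus in the opposite direction.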

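No pDR2 cells after Hygromycin removal were measured on the arrays. The comparison of weeks therefore cannot separate a loss of Alu RNA from the removal of the drug or from time in culture. In the sense Alu line 310 genes were higher and 278 lower at week 1, after Hygromycin removal, than at week 0. The largest increases were BASP1 (1.00 ± 0.09, log2 fold change ± SE, n = 3 arrays per group), the transcription factor gene BCL11B (0.78 ± 0.11) and PLEKHH2 (0.78 ± 0.18). BASP1 and BCL11B had differed from pDR2 by -0.99 and -1.78 at week 0. The largest decreases were LINC01605 (-0.70 ± 0.11), GEMIN2 (-0.68 ± 0.17) and CPSF2 (-0.66 ± 0.10). Of 38 genes of G2 and M phase 5 fell and none rose (12 over the list alone), and the list lay -0.20 from all genes (adjusted p = 1.89e-10, and adjusted p = 0.382 with an estimated correlation). Of 19 cholesterol synthesis genes 3 rose and none fell (6 over the list alone), at a shift of 0.13 (adjusted p = 0.000277, again adjusted p = 0.382 with an estimated correlation). Ribosome biogenesis (5 of 52 down, 18 over the list alone), mitochondrial ribosomal proteins (7 of 75 and 19), S phase (3 of 31 and 5) and the heat shock response (2 of 17 and 5) had no gene up over all genes, with adjusted p = 1.66e-08, 1.84e-09, 0.000926 and 0.00541, and adjusted p = 0.234 to adjusted p = 0.485 with an estimated correlation. In the antisense Alu line CDK13 (0.80 ± 0.10) and FOXQ1 (0.45 ± 0.07) rose and CLK1 (-0.62 ± 0.08) fell, and these 3 were the genes called in limma's test, of 1829 at an unadjusted p under 0.05. There too G2 and M phase lay at -0.09 (adjusted p = 1.32e-05), mitochondrial ribosomal proteins at -0.07 (adjusted p = 0.0011) and ribosome biogenesis at -0.06 (adjusted p = 0.0155), each with adjusted p = 0.796 with an estimated correlation.

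The 3′ minus 5′ level of ACTB was 4.65 at week 0 and 4.55 at week 1 with sense Alus, and 3.86 and 4.05 with antisense Alus. Both counts moved with single arrays. Leaving out any 1 of the 6 sense arrays gave 222 to 373 genes, and leaving out antisense Alu week 0 replicate 1, antisense Alu week 0 replicate 2 or antisense Alu week 1 replicate 2 gave 0, 422 and 39. The 3 calls of the antisense line also ended with only the groups compared in the fit and with the probe set of the highest mean. The interaction of week and vector, which asks whether the weeks differed between the lines, had 0 genes called by limma and 933 at an unadjusted p under 0.05.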

After the removal of selection antibiotics (Hygromycin), exogenous sense and antisense Alu RNAs gradually reduced and the two sets of mRNAs rebounded accordingly. 

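The weeks also differ in Hygromycin, with no pDR2 arrays after its removal, so the values below do not test a loss of Alu RNA alone. In the antisense Alu line the 48 Sens-alu genes of Tables 4 and 5 lay 0.06 above all genes at week 1 against week 0 (camera, adjusted p = 0.0199, and adjusted p = 0.0176 with an estimated correlation). The 26 Ant-alu genes lay 0.05 above them (adjusted p = 0.0767). No single member of either list passed the test, over all genes or over the list alone. In the sense Alu line both lists lay at 0.00 (adjusted p = 0.674). There CD24, a surface glycoprotein gene of the Ant-alu list (0.76 ± 0.15), and the Sens-alu genes TONSL (0.45 ± 0.08) and PRKX (0.35 ± 0.07) rose, while RRP15 (-0.38 ± 0.10) and NFYB (-0.32 ± 0.07) fell. Adjusted over the list alone, 3 Ant-alu genes rose and 2 fell.

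The Sens-alu call of the antisense line rests on antisense Alu week 0 replicate 2: without it the shift was 0.03 (adjusted p = 0.265). It also did not pass when the probe set of the highest mean stood for each gene, and by exact permutation of the 6 arrays the GSEA running sum of 0.466 had p = 0.15. The running sum of Ant-alu in that line was 0.448 (p = 0.05), and in the sense line those of Sens-alu and Ant-alu were 0.328 (p = 0.05) and 0.356 (p = 0.15), by the same exact permutation, one-sided, where 0.05 is the smallest p. Here too the side was taken from the observed sign and was not set beforehand.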

At week 1, only Sens-alu were significantly different from week 0 (Ant-alu P = 0.2503, Sens-alu P = 0.0479).

**Figure 2:**
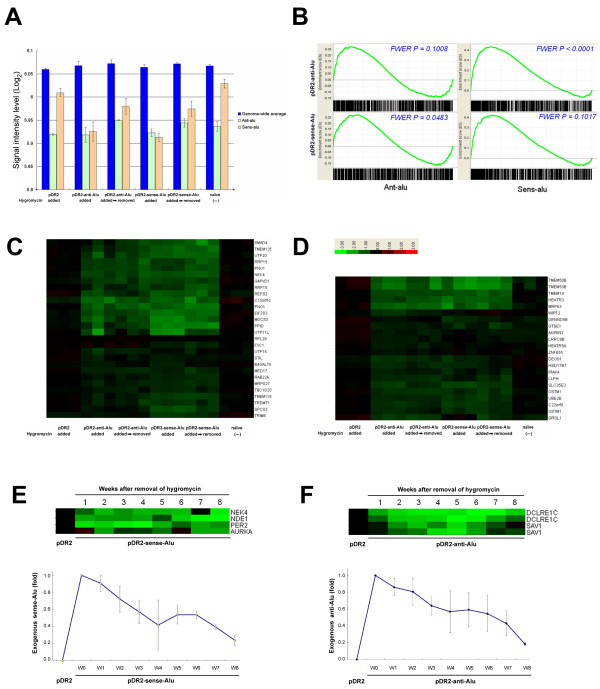
**Expression levels of Sens-alus and Ant-alus upon Alu perturbations. (A)** An overview plot of Sens-alus, Ant-alus and genome-wide RNA levels across 6 different treatment conditions. HEK293 cells were transfected with (1) empty pDR2 vectors (pDR2; Hygromycin added); (2) antisense Alus with Hygromycin selection (pDR2-anti-Alu; Hygromycin added; week 0); (3) the same as (2) with Hygromycin removed subsequently (pDR2-anti-Alu; Hygromycin added→removed; week 1); (4) sense Alus with Hygromycin selection (pDR2-sense-Alu; Hygromycin added; week 0); (5) the same as (4) with Hygromycin removed subsequently (pDR2-sense-Alu; Hygromycin added→removed, week 1); and (6) the original HEK 293 cells (no treatment). Vertical bars, means of expression levels per various gene sets from triplicate experiments. Error bars, standard deviations. **(B)** GSEA plots for the suppression effects of Ant-alus (upper left) and Sens-alus (upper right) in response to antisense Alu transfections, as well as sense Alu transfections (lower left and right respectively). NES, Normalized enrichment score. **(C)** The heatmap of a collection of Ant-alu genes which showed significant suppression individually upon sense Alu transfection, using cells transfected by empty vectors as controls (P< 0.0005, FDR < 0.0321). Green color indicated suppression. **(D)** The heatmap of a collection of Sens-alu genes which showed significant suppression upon antiense Alus transfection (P< 0.0005, FDR < 0.0518). **(E)** A heatmap representation of protein expressions of randomly selected Ant-alu genes, quantified at different time points by western blotting, up to the 8th week after the removal of Hygromycin. Protein levels of cells transfected by empty vectors (pDR2) were presented as baselines. Numbers in the time axis indicated weeks after Hygromycin removal. The time-course profile of extrachromosomal expression of sense Alu RNA was also presented. **(F)** Protein levels of randomly selected Sens-alu genes quantified at different time points. The time-course profile of exogeneous antisense Alu RNA was presented.

In addition to the GSEA evaluation of group behaviors, we also performed analysis on individual probe sets. Ant-alus were selected if they manifested significant down regulation in response to sense Alu transfections (P< 0.0005, FDR < 0.0321). 

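The names of 15 genes can be read in Figure 2C. These genes were chosen by the authors on these samples, so their direction is not independent evidence. At the level of the gene, 12 of the 15 fell with sense Alus, 0 rose and 3 did not pass. The lowest were PPID, which encodes a cyclophilin (-1.36 ± 0.15, log2 fold change ± SE, n = 3 arrays per group), UTP20 (-1.17 ± 0.15), MOCS3 of molybdenum cofactor synthesis (-1.17 ± 0.12) and TMEM135 (-1.14 ± 0.11). Factors of ribosome assembly were among them, with UTP11 at -0.76 ± 0.12, PNO1 at -0.75 ± 0.08, RRP15 at -0.59 and UTP15 at -0.33. NEK4, whose protein the paper also followed, was at -0.57. Of the 6 genes named in Figure 2E and 2F, whose proteins are not analysed here, 3 rose with sense Alus, NEK4 alone fell and 2 did not pass. Those that rose were SAV1 (0.67), AURKA (0.44) and PER2 (0.32). With antisense Alus 2 of these 6 rose, 1 fell and 3 did not pass. TBC1D20 (0.18 ± 0.08), RPL28 (0.05 ± 0.07) and STIL (-0.17 ± 0.07) did not pass. UTP15 and MED17 no longer passed against the untreated cells, and UTP11 turned in direction when its probe set of the highest mean stood for the gene. RRP15, UTP11, UTP15, RAB22A and MRPS27 did not pass with the 3′ minus 5′ level of ACTB, which is higher on the sense Alu arrays, as a covariate.

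**Figure D4:**
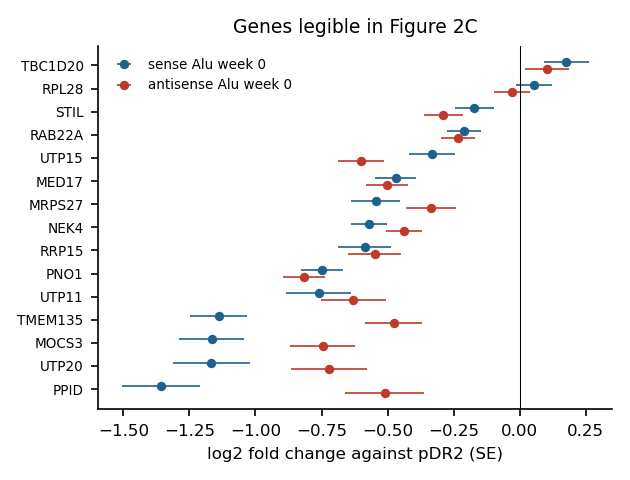
Log2 fold change against pDR2 at week 0 of the 15 genes legible in Figure 2C, with sense (blue) and antisense (red) Alus, 3 arrays per group, bars SE. With sense Alus the values run from -1.36 for PPID to 0.18 for TBC1D20.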

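The 15 genes of Figure 2C have 44 probe sets on the array. At the threshold of the methods' t-test, an unadjusted p under 0.0005, 18 probe sets were lower with sense Alus than with pDR2 and 0 were higher, and every 1 of the 15 genes had at least 1 of the 18. Their levels were 31.1% to 92.5% of the pDR2 level. This range covers only probe sets that pass the threshold, and these change when an array is left out. Over the 6 fits without 1 array the highest was 56.1% to 77.9% and the lowest 30.8% to 56.2%. The level of PPID itself stayed at -1.39 to -1.32 in limma's fits without 1 array. Over all 49293 probe sets, 1356 passed this threshold, 738 of them lower, with a highest Benjamini-Hochberg adjusted p of 0.0182.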

The fold change of RNA level was between 31.1% and 92.5%. Their expression levels across all 6 conditions were shown as a heatmap in Figure 2C. It showed that in addition to the suppression by sense Alus, the same set of genes can also be suppressed by antisense Alus. 

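With antisense Alus 13 of the 15 genes legible in Figure 2C fell against pDR2, 0 rose and 2 did not pass. PNO1 (-0.82 ± 0.08, log2 fold change ± SE, n = 3 arrays per group), MOCS3 (-0.74 ± 0.12) and UTP20 (-0.72 ± 0.15) were the lowest, and UTP15 was at -0.60 ± 0.09. PPID fell by 0.51, and its level was 0.85 higher with antisense than with sense Alus (adjusted p = 0.00146). At the methods' t-test threshold, 2 of the 44 probe sets, of 2 genes, were lower with antisense Alus, at 57.1% and 69.4% of pDR2. The genes were chosen on these samples for their fall with sense Alus, and both comparisons use the same 3 pDR2 arrays.

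Over all genes 1340 were higher with both vectors and 1369 lower with both, as RPRM and STC2, and PUDP, CYP4X1 and GFRA2, were. Independent calls would give 281.7 and 265.2, a value that leaves out the shared pDR2 arrays. A gene was higher with 1 vector and lower with the other in 18 cases. The log2 fold changes had a correlation across genes of 0.796, against 0.50 in simulated data with no effect and the same pDR2 arrays, and a covariance of 0.066 against 0.00549, part of which may come from the shared controls. With sense Alus set against the untreated cells instead, 1139 genes were lower in both and 979 higher (317.7 and 364.4 for independent calls), and the correlation was 0.499, where no effect gives 0. With antisense Alus set against the untreated cells and sense Alus against pDR2 it was 0.492, again against 0. The lys spike-in differed by -2.83 between the arrays of both Alu vectors and the pDR2 and untreated arrays, so this exchange of controls does not remove all that the Alu arrays share. Genes are not independent replicates.

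**Figure D5:**
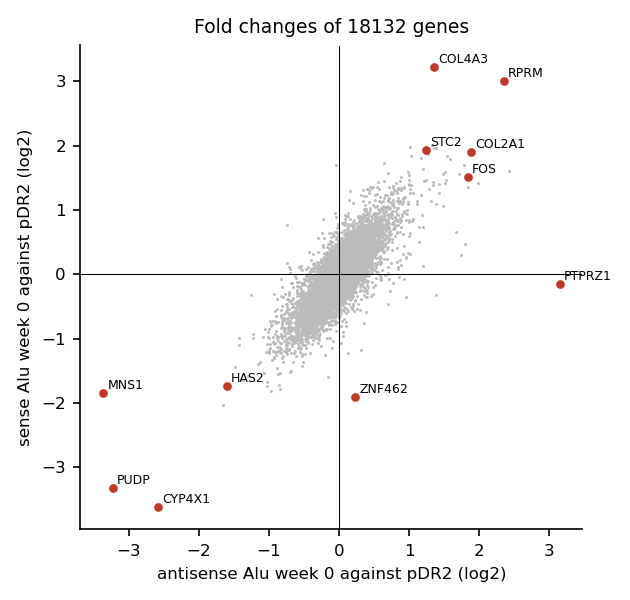
Log2 fold change against pDR2 with antisense (x axis) and with sense Alus (y axis) at week 0, 1 point per gene, 18132 genes. PTPRZ1 lies at 3.15 with antisense and -0.16 with sense Alus, and MNS1, PUDP and CYP4X1 lie low on both axes.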

Sens-alus were selected if they manifested significant down regulation in response to antisense Alu transfetions (P< 0.0005, FDR < 0.0518). The fold change of RNA level was between 29.6% and 95.4%. 

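Of the 14 gene names legible in Figure 2D, 13 were measured, all chosen by the authors on these samples, so that their direction is not independent evidence. With antisense Alus 9 fell, 0 rose and 4 did not pass. The lowest were TMEM50B (-1.37 ± 0.15, log2 fold change ± SE, n = 3 arrays per group) and TMEM19 (-0.94 ± 0.07), which encode membrane proteins, and HEATR3 (-0.78 ± 0.10). LRRC8B, of a volume-regulated anion channel, was at -0.75 ± 0.17 (-0.49 without antisense Alu week 0 replicate 2), and the ubiquitin-conjugating enzyme gene UBE2B at -0.44 ± 0.09. LLPH (-0.05 ± 0.14), HEATR5A (-0.25 ± 0.12) and ZNF655 (-0.33 ± 0.12) were among those that did not pass, and HEATR5A and LLPH passed when the probe set of the highest mean stood for the gene. At the methods' threshold 14 of 39 probe sets, from 12 of the genes, were lower, at 34.6% to 81.5% of the pDR2 level, and none was higher. Among the probe sets that still passed, the lowest level was 53.7% to 69.0% in the 6 fits without 1 array. TMEM50B itself stayed at -1.46 to -1.26 in limma's fits without 1 array. Over the array 221 probe sets were lower and 236 higher, with a highest adjusted p of 0.0536.

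**Figure D6:**
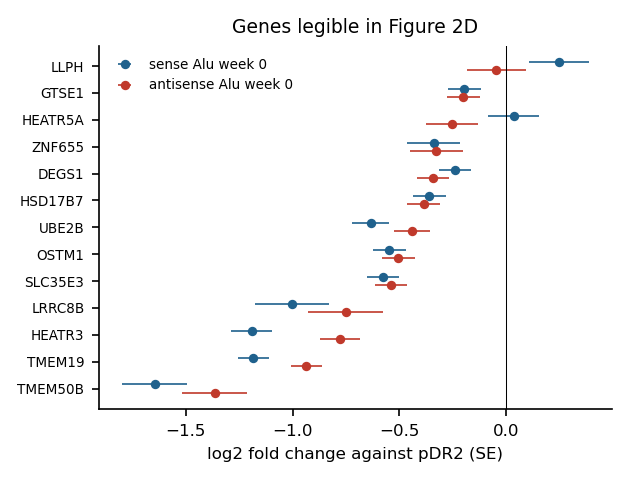
Log2 fold change against pDR2 at week 0 of the 13 measured genes legible in Figure 2D, with antisense (red) and sense (blue) Alus, 3 arrays per group, bars SE. With antisense Alus the values run from -1.37 for TMEM50B to -0.05 for LLPH.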

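With sense Alus 10 of the 13 measured genes legible in Figure 2D fell, 0 rose and 3 did not pass. TMEM50B was at -1.65 ± 0.15 (log2 fold change ± SE, n = 3 arrays per group), HEATR3 at -1.19 ± 0.10 and TMEM19 at -1.18 ± 0.07, while LLPH was at 0.25 ± 0.14 and did not pass. Of the 39 probe sets 4, of 4 genes, were lower at the methods' threshold, at 50.9% to 78.0% of pDR2. In the direct comparison 2 of the 13 genes were higher with antisense than with sense Alus, none was lower and 11 did not pass, and HEATR3 was 0.41 higher (adjusted p = 0.0102). At week 1 none of the 13 differed from week 0 with either vector.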

Again, the heatmap showed that the same set of genes can also be suppressed by sense Alu (Figure 2D).

We also conducted a smaller-scale experiment for measuring the protein abundance of several randomly selected Sens-alus and Ant-alus, in response to the transfection of Alus in opposite directions, using western blotting. This time, the protein abundances were measured repeatedly once a week up to the 8th week after the selection antibiotics were removed (Figure 2E and 2F). The exogenous sense and antisense Alu RNAs gradually reduced to <25% at week 8 (compared with the maximum level at week 0), and protein suppression effects were observed during the period while the exogeneous Alu was still present.

## Discussion

### A regulatory network mediated by Alu RNA duplex

Alus contribute a significant portion of the human genome. However, their cellular roles remain largely elusive. A better understanding of Alus’ roles can substantially enhance our overall knowledge on the human genome. We demonstrated that two species of mRNAs, harboring sense or antisense Alus respectively, could form a long RNA duplex longer than 290 bases. Also, the co-existence of sense and antisense RNAs in a cell can trigger group post-transcriptional regulation of two sets of Alu-carrying mRNAs. It is important to note that the intergenic, polymerase (pol) III-directed Alu RNA transcripts may also hybridize with Ant-alus due to similar thermodynamic base pairing. Further, long non-coding RNAs have been reported to hybridize with mRNAs with Alu elements [15]. Taken together, a static network of Alu-mediated interactions was conceptualized, comprising four Alu-carrying RNA species: Ant-alus, Sens-alus, Pol-III derived Alus, and long non-coding Alu-carrying RNAs (Figure 3A). At the center stage are protein-coding Ant-alus and Sens-alus. An altered expression of any species may tilt the balance of the entire system, thereby changing cellular states.

**Figure 3:**
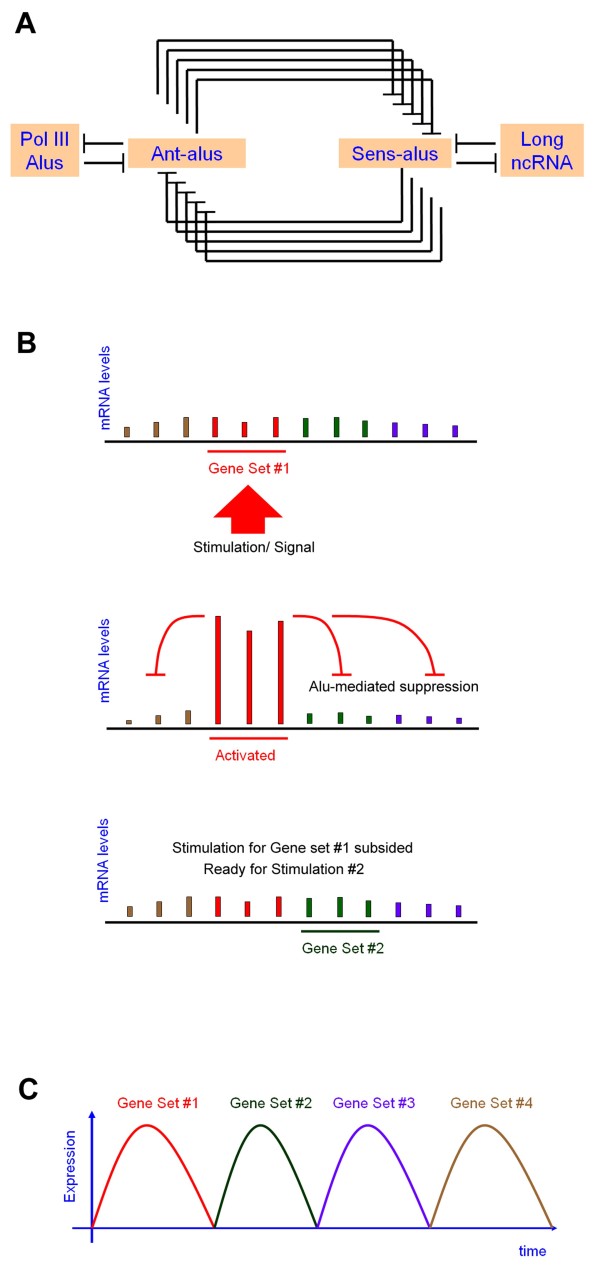
**Gene activations and suppressions mediated by Alu-carrying RNAs. (A)** A conceptual interaction network, where any two RNA species that may form a long (280~300 bp) Alu duplex were depicted by mutual inhibition signs. Central to the regulation network are Ant-alus and Sens-alus, which together represent 7.3% of total protein-coding genes. Their RNA levels may affect downstream protein levels. Pol III derived Alus may also form a binding with Ant-alus, enabling a mutual regulation. A few non-coding RNAs (ncRNAs) have also been reported elsewhere to bind with Sens-alus and then trigger STAU1-mediated mRNA decay. **(B)** The activation restriction model. A set of alu-carrying genes was activated and increased expression level in response to outside stimulation. The elevation of these genes increased the Alu element in the cytosol, which can suppress the activation of other Alu-carrying genes which are associated to other pathways. The suppression will continue until the original signal has subsided. Then a new activation can proceed. **(C)** Waves of genes are activated coordinately, with different set of genes activated in different time, due to Alu-mediated suppression.

What could be the major driving forces for the dynamics of the network? Environmental stimuli such as stress may be one answer. It was reported that Pol III derived Alu transcripts, usually dormant in normal cell conditions, were elevated by stress such as viral infection [9,17,28]. Pol III Alu may be perturbed together with all the other species upon stress response, although the physiological level of perturbation of the four RNA species remained elusive.

Data from the in-vitro system showed that the Sens-alus and Ant-alus were suppressed significantly by transfected Alu counterparts. The transfected sense Alu could represent over-expressed Sens-alus, or the Pol-III derived Alus, as both of them have similar Alu elements in the sense direction to suppress its counterparts. Likewise, the transfected antisense Alu could represent over-expressed Ant-alus, or long non-coding transcripts with antisense Alu elements.

The strong binding of genes with opposite Alu directions was predicted by the RNA folding algorithm. The empirical evidence of the binding was still lacking. We have been planning an experiment based on the idea of using multiple Alu-carrying genes as baits. A binding column will be used to capture the baits. Those RNA bind to the baits can also be captured and then analyzed. This however remained to be our future work.

The network of the Alu-carrying RNAs may underlie the stability and transitions of human cellular states such as neurological or immunological response, as was suggested by the functional annotations of protein-coding Alu-carrying mRNAs. First, the mutual suppression effect may offer barriers among cell lineages. Random fluctuations of Alu-carrying genes may be restricted by the network. Second, upon the invasion of pathogens, the immune system must respond quickly to turn the immature immune cells into mature states by coordinated activations of genes, many of which are Sens-Alus (Table 4).

### Activation restriction for gene expression cascades

Previous work by Vidal and colleagues showed that the B1-repeat elements are necessary rather than sufficient criteria for the co-expression of genes, implying that some, but not all, B1-containing genes are activated concurrently [23]. Developmental processes, neurological and immunological functions have been known to comprise many signal transduction events. We continued to reason that, when a signal transmits to a set of Alu-containing genes, they may be activated by way of elevation of their expression levels. The Alu-mediated suppressing effect offers a built-in inhibitory mechanism toward other Alu-tagged RNA species despite the presence of their individual activation signals from the noisy environment. The net effect is a restricted activation of one or few signal transduction, while other temporarily unwanted signals are filtered away. This situation will persist till the formal signaling effect has subsided. Then, another signaling can come through, resulting in a sequence of gene expressions. A full scale of disordered responses is thus prevented, and the activation of Alu-containing genes can proceed in a coordinated fashion, one state after another (Figure 3B and 3C).

One key question about the mutual regulation of Sens-alus and Ant-alus is the responsible molecular mechanisms. Is it through the *Dicer1*-created siRNA mechanism, the STAU1-mediated RNA degradation, or both? Our data suggested that *Dicer1* may play a bigger role. An interesting observation from our experiments is that Alu-carrying genes can be suppressed by transfected Alus in the same direction, although not to the level of statistical significance. These may be explained by the potent source of siRNA offered by the duplex of transfected sense Alu and Ant-alu, upon the cleavage of *Dicer1*, which may suppress both Sens-alus and Ant-alus depending on the guide strand directions [18]. Sens-alus were thus suppressed by the RNA-induced silencing complex using siRNAs in the antisense strand as the guide strand. Interestingly, *Dicer1* is also down regulated in chemically stressed cells [3]. Recent data also showed the intimate trade-off between *Dicer1* and Alu abundance [10].

## Conclusions

In summary, we proposed a complex regulation network mediated by the Alu “tags” in four species of RNAs and offered initial evidence. The Alu-mediated suppression effect may restrict the activation of genes with other “tags”, thereby stabilizing state transitions observed along cellular lineages or in response to outside stimuli. Additionally, different ratios of Sens-alus and Ant-alus may be observed in different types of human cells, with two extreme examples of Ant-alus or Sens-alus as the predominant constituents of expressed genes. The former state may be related to neurological functions, while the later may be related to immunological functions.

## Methods

### Cell-based assay

An in-vitro extrachromosomal replication system was established to examine the postulated regulation effects on genes carrying the Alu elements. 

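Among the genes that gave the inserts, PCM1, which encodes a protein of centriolar satellites, was 0.27 ± 0.07 (log2 fold change ± SE, n = 3 arrays per group) with sense Alus at week 0 against the empty pDR2 vector, and 0.06 ± 0.07 with antisense Alus, the first past an adjusted p of 0.05. The circadian clock gene PER2 was 0.32 ± 0.11 with sense Alus (adjusted p = 0.0341) and 0.11 ± 0.11 with antisense Alus. Single probe sets differed. The PCM1 probe set with the highest mean was 0.54 ± 0.07 with sense (adjusted p = 7.22e-06) and 0.39 ± 0.07 with antisense Alus (adjusted p = 0.000421). Of PER2, the probe set with the highest mean was 0.63 ± 0.08 and 0.32 ± 0.08. Which part of either mRNA these probe sets read is not analysed here. The PER2 call with sense Alus held in 2 of the 6 fits that left out 1 array, with 0.20 without pDR2 replicate 1, and neither the PCM1 nor the PER2 call held with the 3′ minus 5′ level of ACTB as a covariate.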

Sense and antisense Alus were cloned from cDNAs, which were reversely transcribed from mRNAs of *PCM1* (nt 7636 to nt 8082; [RefSeq:NM_006197.3]) and *PER2* (nt 5221 to nt 5781; [RefSeq:NM_022817.2]), respectively. The clones were then inserted into pDR2 vectors (Clontech, Mountain View, CA) downstream of the Rous sarcoma virus long terminal repeat (LTR) promoter. This plasmid vector contains Epstein-Barr virus *OriP*, a gene for hygromycin B selection, and an ampicillin resistance gene. These two plasmids, and a pDR2 vector carrying no additional DNA (the empty vector), were transfected to human embryonic kidney cells constitutively expressing Epstein-Barr virus nuclear antigen-1 (EBNA-1) protein from Epstein-Barr virus (Hek293EBNA cells; Invitrogen, Carlsbad, CA). The three cell lines were maintained in Dulbecco’s modified Eagle’s medium containing 10% fetal bovine serum and 250 ug of G418 per ml. Hygromycin (0.6 mg/ml) was added to the cell culture medium for the selection of stable transformants. After the transfection, the RNA extracts were submitted for RT-PCR, cloning and sequencing to check whether the expressed RNA encompasses both the vector part and the inserted sequence, an evidence that the transfected sequence has successfully expressed in our system. Real-time PCR was also performed to monitor the expression levels of the exogenous transcripts weekly after removal of hygromycin from the culture medium. Upon removal of hygromycin, the extrachromosomal replicating plasmids were gradually lost, allowing for reversion to the un-transfected status.

The mRNA of Sens-alus and Ant-alus, in response to the transfection, were measured by gene expression microarray. Affymetrix Human PrimeView™ arrays were used (Affymetrix, Santa Clara, CA). An in vitro transcription (IVT) with biotinylated ribonucleotide analog were then performed to generate biotin-labeled amplified RNA (aRNA), using GeneChip 3′IVT Express kit (Affymetrix, Santa Clara, CA). The aRNAs were then purified by magnetic beads and fragmented for the subsequent hybridization according to the manufacturer’s protocol. Fluorescent signal was scanned by GeneChip Scanner 3000 7G (Affymetrix, Santa Clara, CA) to produce digital images and then converted and summarized to intensity readings per probe sets (total n= 49395). The protein expression levels of several Alu-containing genes were assayed by western blotting. The microarray raw and normalized data can be found on the NCBI GEO repository by the accession number GSE39822.

### Bioinformatics

RNA secondary structures of full length mRNA of *PER2* and *PCM1* were predicted using the standalone RNA-cofold software offered by the Vienna RNA group [29,30].

The Alu elements in *PCM1* (nt 7691 to nt 8008; [RefSeq:NM_006197.3]) and *JAK3* (nt 4299 to nt 4614; [RefSeq:NM_000215.3]) were used as query sequences to search against the entire NCBI-RefSeq database [25] for antisense hits using the command-line Yass alignment software [31]. Standard parameters were used, and hits must have e-values smaller than 10^-20^ and length longer than 290 bases. This parameter setting allowed non-perfect matches. The coding regions annotated by NCBI-Refseq were also used to discern whether the antisense hits were located in 5′UTR, 3′UTR or the coding regions.

Protein-coding genes were sieved from the Alu-carrying transcripts using the PANTHER (Protein ANalysis THrough Evolutionary Relationships) Classification System version 7.2 on the official bioinformatic site [32]. PANTHER is a sequence based, phylogenic-tree supported system with protein functions annotated by human experts, ensuring a high quality of annotation. Sens-alus were defined by genes with Alus only in the sense direction while Ant-alus were defined by genes with Alus only in the antisense direction. The subfamilies of Sens-alus and Ant-alus were assigned by PANTHER. Functional annotations of over- or under-representation of Ant-alus and Sens-alus amongst various pathways and biological functions were also performed by PANTHER. Gene symbols of 689 and 771 genes were submitted to the website, and the functional annotations of pathways and biological processes of the two lists of genes were calculated concurrently by the system. A total of 165 pathways and 212 biological processes were checked individually to see the level of over- and under-representation of the two lists of genes. The P values were derived using the binormial distribution tests. False discovery rates (FDR) were also calculated to accompany the P values, addressing issues of multiple comparisons. The downloadable results were in the format similar to Tables 2 and 3.

The expression levels across all 18 microarrays (for 6 conditions, each with three biological replicates) were normalized using the RMAExpress (version 1.0.5), implementing the Robust multiarray analysis (RMA) algorithm [33-35]. Gene expression levels per probe set were compared across groups using unpaired two sample t-test assuming unequal variance. False discovery rates (FDR) were used to assess significance in the scenario of multiple comparisons. All P-values were two-tailed.

Perturbation of gene expression levels were evaluated by the stand-alone GSEA software v2.07 offered by the Broad Institute [26,27]. The goal was to analyze the global perturbations of set of genes of interest, by sense and antisense Alu transfections, in comparison with the control samples of Hek293 cells transfected by empty vectors. GSEA examines whether particular sets of genes (in our case, Ant-alus and Sens-alus) tend to be the leading perturbed genes amongst all genes. When multiple probe-sets are associated to a gene, the median of all probe-set measurements were used to represent the gene. The perturbation was quantified by the difference of gene level between two treatment conditions (i.e. classes). Family-wise error rate (FWER) P-values were derived from an empirical distribution upon 10000 permutations of the class labels to address multiple comparison issues.

The RNA and protein expressions were visualized as heatmaps using Cluster 3.0 [36,37] and TreeView version 1.1.6r2 [38]. In the heatmap presentation, the expression levels were subtracted by baseline values which were the average measurements on naïve cells and cells with empty vectors.

## Abbreviations

Ant-Alu: Antisense Alu-carrying messenger RNA; Sens-Alu: Sense Alu-carrying messenger RNA; L1: Long interspersed nucleotide element 1; UTR: Untranslated regions; GSEA: Gene Set Enrichment Analysis; FDR: False discovery rate; FWER: Family-wise error rate; RMA: Robust multiarray analysis.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

Both KHL and CTY conceived the project and proposed the hypotheses. KHL carried out the bioinformatics analysis. CTY produced the extrachromosomal replication system and carried out the experiments. Both KHL and CTY drafted the manuscript and drew the conclusions together. Both authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 The complet list of Ant-alus. **Table S2.** The complet list of Sens-alus. **Table S3.** The complet list of protein coding genes which have Alu elements in both sense and antisense directions. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

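RNA levels were measured on 18 Affymetrix PrimeView arrays, 3 for each of 6 groups of HEK293 cells that carry the Epstein-Barr virus nuclear antigen: empty pDR2 vector, antisense Alus at week 0 and week 1, sense Alus at week 0 and week 1, and no treatment. Hygromycin was used at 0.6 mg/ml, and week 1 is after its removal. The deposited values are log2 levels per probe set made by the authors with Robust multiarray analysis (background correction, quantile normalization over all 18 arrays and a summary per probe set) in RMAExpress 1.0.5, as the methods state. They were used as deposited. The column means lie near 6.06, and values are not centred on genes or arrays. The raw intensities were not used here. Array data give no counts, so precision is limited by the number of arrays.

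The values hold 49372 probe sets. The 79 Affymetrix controls served as measures of labelling and RNA quality, and 49293 probe sets were tested. Gene symbols come from the platform table, brought up to date with the gene names of the GRCh38.p14 annotation, which changed 0 of them. A single symbol was given for 44988 probe sets, several for 1832, which were left out of the gene level, and none for 2473. They stand for 18132 genes, of which 11734 have several probe sets and take the median of these on each array, as the methods do. The annotation was used for names, and no positions were taken from it.

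In R 4.3.3, limma 3.58.1 fitted all 6 groups together, with contrasts of group means, moderated variances and a two-sided Benjamini-Hochberg adjusted p under 0.05 over all features. Gene lists were tested with camera at a preset correlation of 0.01 against all other genes, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. The shift of a list is its median log2 fold change minus that of all genes. The authors' steps were also followed: the methods' t-test per probe set at p under 0.0005, and the running sum of GSEA 2.07, written anew, with all 20 relabellings of 6 arrays. The 10000 permutations of genes run beside it depart from the paper, which permuted class labels. Each p of a running sum is one-sided, on the side of its observed sign, which was not set beforehand. Single measures were compared by exact permutation of arrays.

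The full Ant-alu and Sens-alu lists and the mRNA sequences needed to rebuild them were not used here. The genes of Tables 4 and 5 stand for them, with 26 of 31 and 48 of 49 measured. Genes absent had no probe set of their own under their symbol. Besides these, 26 gene lists were written before the data were examined, as were the comparisons, the tests and the alternatives, apart from those named as chosen later. The list of ribosome biogenesis was written after Figure 2C had been seen. Named genes are the 10 largest increases and decreases with antisense and with sense Alus against pDR2 among called genes whose 3 arrays all lie beyond the 3 pDR2 arrays, the 3 largest each way in other comparisons, up to 4 members of each list, and the genes the paper names or that are legible in Figure 2C to 2F. IRAK4 had no such probe set and is not analysed here.

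The steps were tested on simulated data with 3 arrays per group. For antisense Alus against pDR2, 99 of 100 genes changed by 1 on the log2 scale and 72 of 100 changed by 0.5 were found, with 10 false calls among 181. A list of 48 genes moved by -0.2 was found, at a shift of -0.22, and an unmoved list was not. The simulated genes were independent of each other, so this does not show how often lists are falsely called where genes vary together. Alternatives tried were the methods' t-test, only the groups compared in the fit, cyclic loess between arrays, no features under the median level of 5.68, the probe set of the highest mean for each gene, untreated cells alone or with pDR2 as the control, the replicate number as a block, other set tests, leaving out each array, the 3′ minus 5′ level of ACTB as a covariate, and leaving out a pair of arrays. Proteins measured by western blotting and the real-time PCR are not analysed here.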

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

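The weighing of the poly-A spike-ins and the test of ACTB on the genes under 2-fold apart were chosen only after the results were seen.

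Both Alu vectors at both weeks differed from the pDR2 and untreated arrays together in 8987 genes, 5113 higher and 3874 lower. The excess of higher genes rests on the processing, with 3960 higher and 4101 lower after cyclic loess and 3132 and 3274 without dim features. Of 100 drawn splits of the 18 arrays into 12 and 6, 1, the real one, called as many. It called 7251 genes in a fit of 2 groups, against a highest of 4383 for the others. The splits were drawn from single arrays, while the real one keeps each group whole, so they do not exclude a chance division of the groups. The lys spike-in, a signal the paper does not report, differed by -2.83 between the same sets of arrays with no overlap, so a labelling batch and the Alu vectors cannot be told apart for these genes. pDR2 and untreated cells, both at a high spike-in level, also differed from each other, in 3087 genes, a comparison the paper does not report, and lys was -0.49 in the untreated against the pDR2 arrays, with no overlap (exact permutation test, p = 0.1, the smallest possible). An effect of the Alu RNAs, which the design gives, stays open and untested against such a batch.

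Antisense Alu week 0 replicate 2 stood apart from the other arrays of its group, and without it 422 genes in place of 3 differed between the weeks and 3857 in place of 1724 between antisense and sense Alus. On 31 genes at least 2-fold apart between the vectors at week 1 it lay at 0.10 of the way from antisense (0) to sense (1), against 0.91 to 0.96 for the sense week 0 arrays, which argues against a mislabelled sense array. Its difference from the other arrays correlated across genes at 0.473 with the slope on the 3′ minus 5′ level of ACTB in the other groups, between the bounds of 0.2 and 0.5 set for this test. RNA quality may therefore account for part of the difference, and the test leaves this open.

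The effects of antisense and sense Alus at week 0 differed in a direct test, in 1724 genes, 1015 higher and 709 lower with antisense Alus. The ACTB measure was also higher with sense Alus. With it as a covariate, 24 of the 28 genes at least 2-fold apart still passed in the same direction, among them PTPRZ1, ZNF462, COL4A3 and NWD2. BDP1 (-1.09 to -0.33), MSMO1 (1.04 to 0.37), PPP1R9A (-1.01 to -0.44) and SRRM2 (-1.10 to -0.34) shrank and did not pass. Over all 28 genes the median size was 1.16 after and 1.15 before. RNA quality in this form is therefore not the whole cause for the 24. Of the 1696 other genes 318 passed, the median size falling from 0.39 to 0.25 and the median SE rising from 0.09 to 0.10, and for these RNA quality and the insert cannot be told apart, since both differ between the groups. A biological difference between the inserts, or between the cell lines, may remain for the 24 of the 28 genes that still passed, as a hypothesis found on these same arrays. The numbers in the array labels run from 18 to 23 for sense and from 24 to 29 for antisense arrays. A possible batch that follows these numbers cannot be told apart from the insert.

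The hypoxia and glycolysis list, outside the genes the paper discusses, lay 0.48 above all genes with antisense and 0.37 above with sense Alus at week 0 against pDR2. Against the untreated cells these shifts were 0.32 (adjusted p = 2.12e-08) and 0.26 (adjusted p = 4.74e-05). With an estimated correlation the calls against pDR2 (adjusted p = 0.256 and adjusted p = 0.455) and against the untreated cells (adjusted p = 0.256 and adjusted p = 0.388) were lost. With the ACTB covariate, chosen after the results were seen, both calls against pDR2 passed also with an estimated correlation. The lys spike-in differed by -2.83 between the Alu arrays and the arrays of both controls. Neither control therefore separates the Alu vectors from a labelling batch for this list.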

How the results depend on the processing

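The covariate and the joint removal of antisense Alu week 0 replicate 2 and week 1 replicate 3 were chosen after the results were seen. Of the alternatives set earlier, those for the comparisons left 243 values on their side of the threshold or within 1.5 times, while 45 moved, 4 newly passed and 3 no longer passed. Those for named genes left 531, with 52 no longer passing, 12 newly passing and 7 reversed. For the later ones the counts were 17 and 10 moved, and 72, 9 no longer and 5 newly passing. Except where the fit itself holds fewer arrays or genes, the cause was not tested.

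By the methods' t-test at p under 0.0005 and after Benjamini-Hochberg adjustment, the genes called were 157 and 110 for antisense Alus against pDR2, 512 and 2420 for sense Alus, 5 and 0 for antisense week 1 against week 0, 23 and 0 for sense week 1 against week 0, 27 and 0 for antisense against sense, and 496 and 1770 for pDR2 against untreated cells. For all Alu arrays 2983 were called at p under 0.0005. Beside the counts of 0, limma called 3, 588 and 1724, and at an unadjusted p under 0.05 it gave 1829, 3168 and 4390. Probe sets were 457 and 382 with antisense and 1356 and 6182 with sense Alus. With only the groups compared in the fit, 0 genes were called for antisense week 1, 186 for sense week 1 and 337 for antisense against sense, and 5948 probe sets for antisense against pDR2. Other moves were 0 for antisense week 1 with the probe set of the highest mean and 1030 for sense week 1 without dim features. With the ACTB covariate the genes called were 2481 for sense against pDR2, 5 and 1646 for the weeks of antisense and sense, 483 for antisense against sense and 4269 for all Alu arrays, and 6262 probe sets for sense. With both odd antisense arrays left out, 9, 1331 and 4194 genes were called for the 2 weeks and for antisense against sense.

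For antisense week 1 against week 0 the Ant-alu list, at a shift of 0.050 that camera did not call (adjusted p = 0.0767), passed with gene permutations (p = 0.0343) and without antisense Alu week 1 replicate 2 (adjusted p = 0.0389). It passed with fry (adjusted p = 0.00983), which tests a movement of the list itself and not a difference from other genes. The Sens-alu call was lost with the probe set of the highest mean (0.023, p = 0.286), and the list, at 0.058, had p = 0.15 by exact permutation over 20 relabellings. For antisense against sense the Ant-alu list, at a shift of -0.050, was not called by camera (adjusted p = 0.124) and passed with fry (adjusted p = 0.00611). Of the fixed lists 12 were called against pDR2, 0 with an estimated correlation, where every camera call ended, 28 with fry and 6 with the covariate. With the covariate and an estimated correlation 2 were called, hypoxia and glycolysis with antisense (adjusted p = 0.0141) and with sense Alus (adjusted p = 0.0117). Averaged over genes, the differences from pDR2 were 0.020 and 0.015 genome-wide with antisense and sense Alus, and 0.042 for Ant-alu with sense Alus. As medians they were 0.16 for Ant-alu with sense Alus, and -0.11 for Sens-alu with antisense and -0.11 with sense Alus.

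Reversed were GPR37 (-0.34) and ALDH1A2 (-0.14) with antisense and STIL (0.20) with sense Alus against untreated cells, and with the probe set of the highest mean FBXL7 (0.16) and DICER1 (-0.0078) with antisense and UTP11 (0.16) and JAK3 (0.78) with sense Alus.

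Leaving out each array in turn gave 2503 to 3416 genes for antisense and 4824 to 5482 for sense Alus against pDR2, 0 to 422 and 222 to 373 for the weeks, 673 to 3857 for antisense against sense, 2265 to 2410 for pDR2 against untreated cells and 8212 to 9230 for all Alu arrays, and 6470 to 9064 and 13138 to 14988 probe sets. Some counts fell since a fit then holds fewer arrays. Antisense against sense gave 705 and 673 without antisense week 0 replicate 1 and 3, 3857 without replicate 2, and 823 and 974 without sense week 0 replicate 2 and 3. Antisense week 1 gave 0 without antisense week 0 replicate 1, and 422 without replicate 2. The shifts of Ant-alu and Sens-alu were -0.06 to 0.02 and -0.02 to -0.01 with antisense Alus, 0.03 to 0.05 and -0.03 to 0.01 with sense Alus, 0.035 to 0.047 and 0.027 to 0.077 for antisense week 1, -0.01 to 0.03 and -0.01 to 0.02 for sense week 1, and -0.09 to -0.04 and -0.00 to 0.03 for antisense against sense.

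Whether the replicate numbers pair the weeks is open. The array labels run on from week 0 to week 1 within each number, and the week 0 and week 1 arrays of the same number correlated at 0.04, -0.43 and -0.43 with antisense and at 0.37, 0.24 and 0.02 with sense Alus. Sense replicates 1 and 2 correlated best with their own number and the other 4 did not. The replicate block used the replicate number alone, shared by all 6 groups. It did not pair week 0 with week 1 within each vector, so its counts cannot decide whether the weeks are paired. With this block, 3213 and 5706 genes were called for antisense and sense Alus against pDR2. Between the weeks of antisense and sense Alus, 2 and 492 were called. Lists with longer or 3′ UTR elements were not run, since the lists were not rebuilt. Genes of low signal lie near the background of the array, where a difference is compressed.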

Differences from the paper's values

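The comparison of false discovery rates and the ACTB covariate were chosen only after the results were seen. At an unadjusted p under 0.0005 with sense Alus, the highest Benjamini-Hochberg adjusted p over all probe sets was 0.0182, which meets the paper's bound of 0.0321, but it lay over it in all 6 fits without 1 array (0.0324 to 0.0577). With antisense Alus it was 0.0536, just over the paper's bound of 0.0518. It was then 0.0510 with cyclic loess, set before the data were examined, and 0.0620 to 0.181 without 1 array. A t-test on fewer arrays is weaker, which by itself can raise these values. The paper does not name the method or the probe sets behind its bounds, so the measures may differ.

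The lists below are 26 Ant-alu and 48 Sens-alu genes of Tables 4 and 5, printed for their functions, and the paper's lists hold 689 and 771 genes. A value of these few genes does not test the paper's statement on its whole lists. The paper states that both lists lay below the genome-wide level in each condition. Here the Sens-alu mean lay 0.64 to 0.68 below it, and the Ant-alu mean 0.33 to 0.44 above it in the 6 groups, also as medians over probe sets (0.21 to 0.41). Signals of different probe sets depend on the binding of their probes as well as on RNA, so this does not show that the RNA levels of the paper's lists lay otherwise. The paper states that Sens-alus were suppressed by antisense Alus. The shift of the 48 genes was -0.01 (camera, adjusted p = 0.829), and none of the alternatives run gave a call, of which the 20 relabellings allow no p under 0.05. Averaged over genes, the 48 lay at 5.21 with pDR2, under the median level of 5.68, and a fall of low signals is compressed. It states that Ant-alus were suppressed by sense Alus. The shift of the 26 genes was 0.04 (adjusted p = 0.848), with no call under the alternatives run either. It states that the fall of Sens-alus with sense Alus was not significant. Camera did not call them here either, and exact permutation of the GSEA running sum over 20 relabellings, one-sided on the side of its observed sign, gave p = 0.05, the smallest these allow. The paper states that at week 1 Sens-alus alone differed from week 0, and does not name the line. Here camera called the Sens-alu list in the antisense line and the Ant-alu list in neither line. The Sens-alu call was lost without antisense Alu week 0 replicate 2 (camera, adjusted p = 0.265) and with the probe set of the highest mean. Exact permutation of its running sum gave p = 0.15. For Ant-alu in the antisense line gene permutations gave p = 0.0343 and camera without week 1 replicate 2 adjusted p = 0.0389. The paper states that both sets rebounded, and in the sense line the Ant-alu list lay at 0.00 (adjusted p = 0.674), while all 4 GSEA running sums of the 2 lists and lines were above 0 (0.328 to 0.466, exact permutation p = 0.05 to p = 0.15).

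Figure 2C shows 15 legible genes lower with sense Alus, and 12 of them fell at the level of the gene. TBC1D20 (0.18), RPL28 (0.05) and STIL (-0.17) did not. All 15 had a lower probe set at the methods' t-test threshold, and STIL passed with only the groups compared in the fit. In Figure 2D, 9 of 13 measured genes fell at the level of the gene, and 12 had a lower probe set at that threshold. GTSE1 (-0.20), HEATR5A (-0.25), ZNF655 (-0.33) and LLPH (-0.05) did not pass. HEATR5A and LLPH passed with the probe set of the highest mean, and ZNF655 with only the groups compared. HEATR5A and ZNF655 also passed with the ACTB covariate, which was chosen after seeing the values and drops RRP15, UTP11, UTP15, RAB22A and MRPS27 of Figure 2C, 5 genes.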

Other observations

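The ACTB covariate was chosen after the results were seen.

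Cells with the empty pDR2 vector under Hygromycin differed from untreated cells in 1303 genes that were higher and 1784 that were lower. Their array labels run from 36 to 38 and from 33 to 35, so a possible batch that follows these numbers cannot be told apart from this difference. The largest increases were the connexin gene GJB7 (2.90 ± 0.08, log2 fold change ± SE, n = 3 arrays per group), NELL1 (2.12 ± 0.14) and C19orf38 (2.00 ± 0.14), and the largest decreases NAP1L2 (-3.49 ± 0.16), the retinol acyltransferase LRAT (-3.25 ± 0.09) and SERPINF1 (-3.24 ± 0.14). Of 17 genes of the heat shock response 7 fell and 1 rose (11 and 1 adjusted over the list alone), with HSPA4L at -0.76, at a shift of -0.27 (adjusted p = 0.00219, and adjusted p = 0.678 with an estimated correlation). Of 22 immediate early genes 7 rose and none fell (8 over the list alone), with EGR1 at 0.85, at a shift of 0.14 (adjusted p = 0.00463, and adjusted p = 0.678 with an estimated correlation).

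In the direct comparison at week 0, PTPRZ1 (3.30 ± 0.13), the zinc finger gene ZNF462 (2.14 ± 0.11) and NAP1L2 (1.69 ± 0.16) were higher with antisense than with sense Alus, and COL4A3 (-1.86 ± 0.16), NWD2 (-1.75 ± 0.11) and MNS1 (-1.52 ± 0.13) lower. Genes of S phase lay 0.16 higher (6 up and 1 down of 31, 14 and 2 over the list alone, adjusted p = 0.00285, and adjusted p = 0.855 with an estimated correlation), with RRM2 at 0.64. Targets of p53 lay 0.15 higher (5 up and 0 down of 23, 8 over the list alone, adjusted p = 0.0106, and adjusted p = 0.0791 with an estimated correlation), with TP53I3 at 0.65 and CDKN1A at 0.29. The ACTB measure of RNA quality differed between these vectors, and with it as a covariate S phase did not pass (adjusted p = 0.114) and the p53 targets did (adjusted p = 0.0141).

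The paper discusses roles for Dicer and Staufen. With sense Alus DICER1 rose (0.77 ± 0.11), as did AGO1 (0.71), TNRC6A (0.69), AGO3 (0.42) and AGO2 (0.30), and XPO5 (-0.30), STAU1 (-0.23) and STAU2 (-0.56) fell. DICER1 did not pass with the probe set of its highest mean or with the ACTB covariate. With antisense Alus DICER1 was at 0.44 ± 0.11 and AGO1 at 0.63 ± 0.13, but DICER1 did not pass against untreated cells and was at -0.0078 with the probe set of its highest mean. The small RNA machinery, 13 genes, lay 0.15 higher with sense (6 up and 1 down, adjusted p = 0.122) and 0.09 with antisense Alus (3 up and 1 down, adjusted p = 0.483). The 11 measured genes of Staufen-mediated and nonsense-mediated decay were not called as a list either. Against the untreated cells that list lay 0.19 higher with sense (camera, adjusted p = 0.179) and 0.17 higher with antisense Alus (camera, adjusted p = 0.333). Of 31 interferon-stimulated genes 3 rose and 1 fell with antisense Alus (adjusted p = 0.659), and 2 rose and 4 fell with sense Alus (adjusted p = 0.816). Against other genes camera did not call the markers of other cell types: with antisense and sense Alus the adjusted p values were 0.65 and 0.614 for hepatocyte-derived cells, 0.229 and 0.123 for fibroblasts, 0.929 and 0.488 for blood cells, and 0.958 and 0.74 for carcinoma epithelium. By fry, which tests the movement of a list itself, fibroblast markers were down with antisense (adjusted p = 0.0454) and sense Alus (adjusted p = 0.000898), where 2 and 3 of 12 genes fell, and with sense Alus markers of hepatocyte-derived cells (adjusted p = 0.0142) and blood cells (adjusted p = 0.0246) were up.

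A comparison of 3 arrays with 3 allows 10 splits of the arrays, too few for a share under 0.05, and for each the number of splits with a result as large counts the real one. Against pDR2 this number was 1 for genes with antisense Alus (3379 genes, highest other 0) and 1 with sense Alus (5872, highest other 0), and 1 for probe sets with each (9069 and 15993, highest other 0). It was 1 for pDR2 against untreated cells (3087, highest other 0) and 1 for sense week 1 against week 0 (588, highest other 5). For antisense week 1 against week 0 it was 2, and the other split, antisense week 0 replicate 2 with week 1 replicates 1 and 3, called 2403 genes against the real 3, which points to a structure of these samples. The ACTB measure was 4.442, 3.890 and 4.384 on these 3 arrays and 3.639, 3.503 and 3.888 on the others. This split therefore follows the order of that measure, by a small margin between 3.890 and 3.888. For antisense against sense it was 2, with 1724 genes and 1808 for a split that sets antisense replicates 1 and 3 with sense replicate 1. For the Alu lists, by the smaller p of both, the number of splits was 7 for antisense (0.389, lowest other 0.164), 5 for sense (0.61, lowest other 0.263), 2 for antisense week 1 (0.00997, lowest other 0.00167), 7 for sense week 1 (0.504, lowest other 0.173) and 1 for antisense against sense (0.0618, lowest other 0.0823). For the fixed lists it was 10 with antisense Alus (4 lists, highest other 9) and 2 with sense Alus (8 lists, highest other 8). For antisense Alus every split thus called at least as many lists as the real one. A structure of the arrays, or genes of a list that vary together more than the preset correlation of 0.01, could give this, and neither was tested. With an estimated correlation 0 fixed lists were called against pDR2.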
